A study of Mus musculus with 43 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

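The 43 mouse stool samples were profiled by 16S rRNA gene amplicon sequencing, which counts bacterial and archaeal marker gene fragments and sorts them into operational taxonomic units (OTUs), groups of near-identical sequences. The authors had the libraries read as 250 bp read pairs on an Illumina instrument and analysed by a sequencing provider. By the authors' methods, a tag in these files is 1 merged read pair that passed the provider's filters for quality and adaptors. An OTU collects tags above a set sequence similarity, and its name comes from the Bayesian classifier of the Ribosomal Database Project. The clustering program, the amplified 16S region and any subsampling are not stated. The authors deposited whole-number counts of tags per OTU and sample, with no normalization, together with the total count and the name of each OTU and a list of OTUs shared between groups. The OTU totals equalled the sums over samples for all 1074 OTUs. All 31 sets of the deposited group table could be rebuilt from the counts per sample with presence taken as at least 1 tag.

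Every library was assigned to its group and replicate number from the sample titles, which gave 3 donor samples and 10 samples in each of the 4 recipient groups. The labels give an enrichment period of 28 days and were followed here, although the text of the study also mentions a shorter one. The libraries held between 40950 and 48125 tags. A count of 0 in a library of this size allows a share of up to 0.00623% to 0.00733%, depending on the library, taking 3 tags as the limit. Shares of single samples are given with Wilson 95% intervals. These intervals and limits cover counting error only, because PCR copies are not independent molecules. Clustering rules decide how many OTUs a community splits into, and PCR and 16S copy number change the share of a taxon, so OTU numbers and shares are comparable among these libraries but are not cell numbers. Names were given to 99.9% of tags at the phylum level, 70.4% at the family level, 17.9% at the genus level and 4.24% at the species level, so the comparisons at the lower ranks cover a small part of the tags.

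Richness was the number of OTUs expected in a subsample of 40950 tags, the size of the smallest library, computed analytically. Chao1 and the Shannon index were computed on the counts as deposited. Differences of group means were tested by two-sided permutation tests with 100000 resamples, or by exact enumeration where a group had fewer than 10 samples. The smallest p of the resampled tests is 1e-05. Composition was compared by Jaccard distances between OTU sets of 1 subsample of 40950 tags per library, with Bray-Curtis distances on relative abundance as the alternative, and tested by PERMANOVA with 99999 permutations. PERMANOVA, a permutation test on distances, gives the share of the variation in distance that lies between groups. The code for these distances was checked against scikit-bio 0.7.3. The study used unweighted UniFrac distances, which need a phylogenetic tree, and no tree was used here. The distance of a recipient sample to the donors was the mean of its Jaccard distances to the 3 donor samples, and stage labels were permuted within each genotype.

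OTU counts were compared with edgeR 4.0.16 (R 4.3.3), using TMM normalization and the quasi-likelihood F test. OTUs with a count in at least 4 of the fitted samples were kept. The 40 recipient samples entered 1 model with a mean for each of the 4 groups, and donors were compared with initial samples in a separate model. Taxa were compared at 6 ranks from phylum to species by two-sided rank-sum permutation tests on the share of tags, with a taxon tested if it was detected in at least 4 of the 40 recipient samples. P-values were adjusted by the Benjamini-Hochberg method, within each rank for taxa and within each contrast for OTUs, and an adjusted p under 0.05 was the threshold. For richness, composition and the distance to the donors the threshold was an unadjusted p under 0.05, with adjusted values given beside the main results. The change of a taxon is given as the log2 ratio of group mean shares, while the direction of a called taxon follows the ranks that were tested. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.

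The groups, the tests, the alternatives and the rule for naming taxa and OTUs were fixed before the data were examined, apart from excerpts of the same OTU counts seen among the supplementary files of the study. The filter on OTUs was at first applied to donor and initial samples as 10% of samples. It was corrected to the fixed rule after that result was seen, which changed the count of OTUs from 186 to 119. The rule named TM7, Erysipelotrichi, Dehalobacteriaceae and Ruminococcus gnavus, a list taken from the text of the study. It further named, at each rank, up to 3 taxa with the smallest adjusted p among those past the threshold with a mean share of at least 0.1% in a recipient group. It also named up to 10 OTUs with the largest log2 fold change between enriched and initial samples that passed the threshold, moved the same way in both genotypes, reached a mean share of 0.1% in a group and were counted in at least 10 recipient samples. In the genotype comparison it named up to 5 taxa, and per stage the 5 OTUs with the smallest p among those past the threshold. The tests of the distance to the donors within each genotype were chosen after seeing the data. The 10% filter was kept as an alternative for the donor comparison. A further alternative was chosen after seeing the data. It leaves out 4 recipient samples whose OTU number lay over 3.5 scaled median absolute deviations from the median of their group.

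The alternatives for richness and composition were counts without subsampling, OTUs with at least 2 tags, Chao1, the Shannon index, Bray-Curtis distances, a second subsample, the omission of samples outlying by Dixon's criterion and the omission of each donor in turn. The alternatives for OTU counts were DESeq2 1.42.0 with poscounts size factors, edgeR with library size only or with TMMwsp, no filter, a filter at 20% of samples, an adjusted p under 0.1 and rank-sum permutation tests. The alternatives for taxa were centred log-ratios with a pseudocount of 0.5, edgeR on taxon counts, other prevalence filters and each genotype alone. The replicate number was entered as a block in a further alternative. No sample was left out of the values reported as main results.

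The edgeR step was tested on simulated data, in which counts were drawn from the real means and library sizes and 188 of the 409 OTUs that passed the filter were changed 8-fold between the enriched and initial samples. It recovered 89.9% of the changed OTUs, and 10.1% of its calls were false. It made 4 calls in simulated data with no change. On the same simulated comparison the rank-sum permutation test recovered 73.4% of the changed OTUs with 22.9% false calls when shares were taken of the simulated totals, which the changed OTUs themselves had moved, and 2.7% false calls when they were taken of the totals drawn at first. With the stage labels shuffled it made 0 calls among the 221 unchanged OTUs.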

Results

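The intestinal microbiota was profiled in wild-type (WT) mice and in mice lacking the chromatin remodelling factor Smarcad1 in the intestinal epithelium (KO, by Villin-Cre deletion). Stool was taken before (initial) and after (enriched) a period of 28 days, as given by the sample labels, in which the microbiota was enriched by bedding from donor mice of another facility. There were 10 WT initial, 10 KO initial, 10 WT enriched, 10 KO enriched and 3 donor samples. The tag count per sample was 43515 ± 2116 (SD, n = 10) in WT initial, 44589.7 ± 1427 (n = 10) in KO initial, 43498 ± 1741 (n = 10) in WT enriched, 43299 ± 1104 (n = 10) in KO enriched and 43937 ± 2179 (n = 3) in donor samples. A total of 1074 OTUs were counted, of which 284 were detected in all 5 groups. The donor samples held 430 OTUs, WT initial 865, KO initial 386, WT enriched 476 and KO enriched 571. Of the 398 OTUs detected only in WT initial samples, 387 were carried by no WT initial sample other than numbers 1, 8 and 9. Of the 67 OTUs detected only in KO enriched samples, 65 were found in number 10 alone.

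The first question was whether the genotypes differed in microbial richness. The study tested OTU numbers after it had left out outlying samples by the ROUT method. Here all samples were kept unless stated, so the values may cover other samples than the study's. In initial samples, the number of OTUs at even depth was 329 ± 107 (SD, n = 10) in WT and 257 ± 21.6 (n = 10) in KO. The difference, KO minus WT, was -71.4 OTUs (two-sided permutation p = 0.0285), with 6 of 10 KO samples below the WT median of 268 OTUs. It did not pass adjustment over the 5 richness comparisons (adjusted p = 0.0712). The large WT spread came from WT initial samples 1, 8 and 9, which held 434, 414 and 567.5 OTUs. Leaving these 3 samples out was the alternative that moved the difference most, to -10.1 OTUs (exact permutation p = 0.276), with 267 ± 11.4 OTUs (n = 7) in WT. After enrichment, WT samples held 300.4 ± 14.6 OTUs (n = 10) and KO samples 309 ± 58.4 (n = 10). The difference of 8.71 OTUs was smaller than the spread between samples (permutation p = 0.926), and 6 of 10 KO samples lay below the WT median. KO enriched sample 10 held 472 OTUs and set the direction, since the difference was -9.37 OTUs without it (exact permutation p = 0.151).

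Richness was then compared between the stages within each genotype. In KO mice it was 51.7 OTUs higher after enrichment (permutation p = 0.00039, adjusted p = 0.00195), and all 10 enriched samples lay above the median of the initial samples. Without KO enriched sample 10 the difference was 33.6 OTUs (exact permutation p = 0.000898). In WT mice the mean changed by -28.3 OTUs (permutation p = 0.466), although all 10 enriched samples lay above the initial median of 268 OTUs. Without the 3 high WT initial samples, the WT difference was 33.0 OTUs in the other direction (exact permutation p = 0.000514). The change in KO minus the change in WT was 80.1 OTUs (permutation p = 0.0566, adjusted p = 0.170 over 9 such differences).

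The donor samples were compared with the initial recipients, since the study described the donor microbiota as the more complex. Donor samples held 358 ± 9.62 OTUs (n = 3), against 293 ± 83.4 (n = 20) in initial samples. All 3 donor samples lay above the initial median of 266 OTUs. The difference of 65.1 OTUs did not pass the threshold with all samples (exact permutation p = 0.148). It was 96.6 OTUs without the 3 high WT initial samples (exact permutation p = 0.000877, the smallest that design allows). Because the study left out outlying samples before its own test, the value with all samples is not a like comparison with it. The Shannon index, which weighs OTUs by abundance, was 4.09 ± 0.0753 (n = 3) in donors and 3.40 ± 0.456 (n = 20) in initial samples, a difference of 0.685 (exact permutation p = 0.0147), with all 3 donor samples above the initial median.

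**Figure D1:**
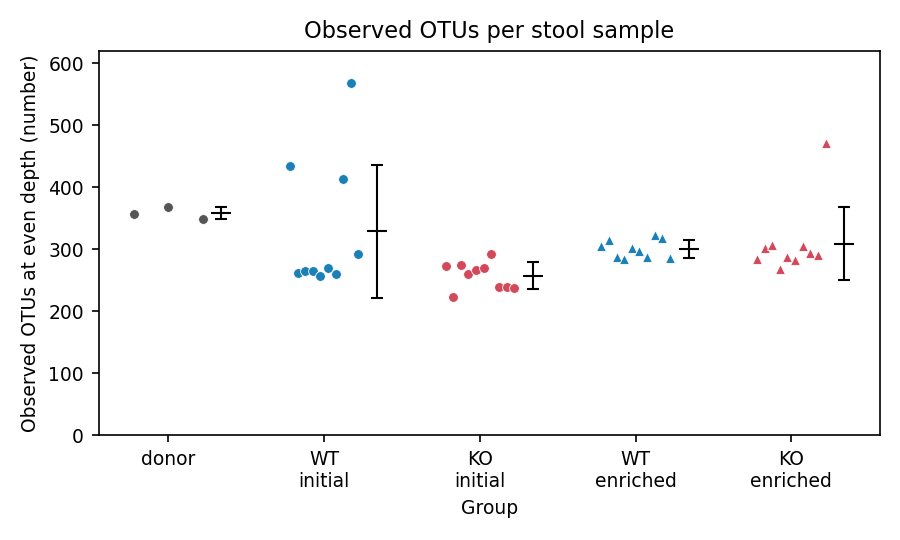
Number of OTUs at even depth (vertical axis) for each stool sample in the 5 groups (horizontal axis), with circles for donor and initial samples, triangles for enriched samples, and the mean ± SD beside the points. WT initial samples 1, 8 and 9 lie at 434, 414 and 567.5 OTUs and KO enriched sample 10 at 472, apart from the other samples of their groups.

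Composition was compared between genotypes by the Jaccard distance, which counts OTUs that are not shared. Genotype accounted for 7.91% of the variation among initial samples (permutation test on distances, p = 0.0480, adjusted p = 0.0600 over 5 comparisons). With Bray-Curtis distance the share was 5.25% (permutation p = 0.364). The genotype share was 7.55% without the 3 high WT initial samples (permutation p = 0.178). Among enriched samples, genotype accounted for 4.46% (permutation p = 0.782).

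Stage accounted for 11.4% of the variation in WT mice (permutation p = 3e-05, adjusted p = 7.5e-05) and for 17.9% in KO mice (the same p and adjusted p). With Bray-Curtis distance, the shares were 10.7% in WT (permutation p = 0.0620) and 13.3% in KO (permutation p = 0.0409). Donor and initial samples were separated by 28.4% of the variation (permutation p = 0.00054, adjusted p = 0.0009).

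It was next asked whether the recipients moved towards the donors. The mean Jaccard distance to the donors was 0.550 ± 0.0545 (n = 10) in WT initial and 0.472 ± 0.0403 (n = 10) in WT enriched samples. In KO mice it was 0.525 ± 0.0308 (n = 10) before and 0.475 ± 0.0240 (n = 10) after enrichment. The difference over both genotypes, enriched minus initial, was -0.0638 (permutation p = 1e-05, the smallest 100000 resamples can give), and 19 of 20 enriched samples lay below the initial median. The donor samples differed from each other by 0.237 ± 0.0141 (3 pairs). On the Bray-Curtis scale, initial samples lay at 0.731 ± 0.0249 (n = 20) and enriched samples at 0.718 ± 0.0387 (n = 20). That difference of -0.0132 was within the spread between samples (permutation p = 0.209), with 13 of 20 enriched samples below the initial median. In KO mice alone the Bray-Curtis distance went from 0.730 ± 0.0226 (n = 10) to 0.711 ± 0.0168 (n = 10). All 10 KO enriched samples lay below the KO initial median, and the difference was -0.0186 (permutation p = 0.0522). In WT mice alone it was -0.00785 (permutation p = 0.679), with 5 of 10 enriched samples below the WT initial median. The change in KO minus the change in WT was -0.0107 (permutation p = 0.608). By Jaccard distance each genotype alone was past the threshold, with -0.0779 in WT (permutation p = 0.00135) and -0.0498 in KO (permutation p = 0.00097). The larger WT value rested in part on the 3 high WT initial samples. Without them the WT initial mean was 0.519 ± 0.0148 (n = 7) in place of 0.550. Without them and KO enriched sample 10, the difference over both genotypes was -0.0510 (permutation p = 2e-05). With all samples, the Jaccard change in KO minus that in WT was 0.0282, not past the threshold (permutation p = 0.268).

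**Figure D2:**
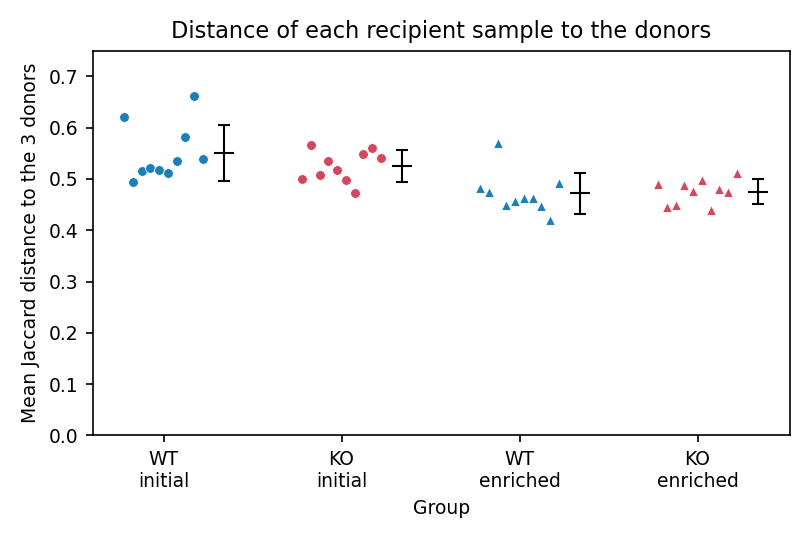
Mean Jaccard distance to the 3 donor samples (vertical axis, 0 for identical OTU sets) for each recipient sample in the 4 groups (horizontal axis), with circles for initial samples, triangles for enriched samples, and the mean ± SD beside the points. Means are 0.550 and 0.525 in WT and KO initial samples against 0.472 and 0.475 in the enriched samples, and WT enriched sample 3 lies at 0.571.

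Single OTUs were compared with edgeR. Of 421 OTUs tested, 28 differed between KO and WT initial samples at an adjusted p under 0.05, 1 higher and 27 lower in KO, and 58 had an unadjusted p under 0.05. The count rested on the samples and on the filter. It was 371 with no filter, the alternative that moved it most, and 10 with a filter at 20% of samples. It was 0 by DESeq2, which gave 15 OTUs at an unadjusted p under 0.05, and 0 by rank-sum permutation tests, which gave 12. It was also 0 by edgeR without WT initial samples 1, 8 and 9 and KO enriched sample 10, with 30 at an unadjusted p under 0.05. Of the 28 OTUs, 10 were detected in no WT initial sample other than these 3, and 14 of the 27 lower ones were absent from every KO initial sample. After enrichment, edgeR called 0 OTUs between genotypes, with 45 at an unadjusted p under 0.05. DESeq2 and rank-sum permutation tests also called 0, with 15 and 5 at an unadjusted p under 0.05. The change with enrichment differed between the genotypes for 0 OTUs by edgeR, with 39 at an unadjusted p under 0.05, and for 0 by DESeq2, with 9. With library size in place of TMM, edgeR called 4 OTUs for that difference, all with the higher change in KO.

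The 5 OTUs named for the genotype comparison were all counted mostly in 1 or a few WT initial samples. Otu14 (Bacteroides caccae) had 2310 tags in 2 WT initial samples and 2 tags in 2 KO initial samples, a ratio of 1184 with a counting interval of 327 to 9779. Its edgeR log2 fold change, KO over WT, was -9.69 ± 1.95 (SE, adjusted p = 0.00491), and it turned to 1.46 without the 3 high WT initial samples and KO enriched sample 10. Only 2 KO samples lay above the WT median of 0 tags, and none could lie below it. Otu61 (Ruminococcaceae) had 679 tags, all in 1 WT initial sample, against 2 tags in 2 KO initial samples, a ratio of 348 with a counting interval of 95.9 to 2878. Its edgeR log2 fold change was -7.44 and its DESeq2 value 0.74. Otu385 (Blautia) had 71 tags in 4 WT initial samples and 0 in all KO initial samples, at least 24.3-fold lower in KO when 3 tags over the group are taken as the limit. Otu52 (Bacteroides) and Otu50 (Escherichia coli) had log2 fold changes of -7.33 and -6.47, with 7 of 10 KO samples below the WT median for each. Their values were -1.31 and -0.03 without the same 4 samples.

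Between stages, the main edgeR comparison took the mean of both genotypes and called 103 of 421 OTUs, 65 higher and 38 lower after enrichment. With library size in place of TMM the count was 116, with 93 higher and 23 lower, so the share of higher OTUs went from 63.1% to 80.2%. The median log2 fold change of all 421 OTUs was 0.20 with TMM and 0.53 with library size, and single values below are on the TMM scale. DESeq2 called 82 OTUs (48 higher, 34 lower). Without a filter edgeR called 74, of which 70 were among the 103, and rank-sum permutation tests called 110.

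In WT mice alone, 70 OTUs were called, 36 higher and 34 lower, against 36 by DESeq2, 26 higher and 10 lower. The WT count was 437 without a filter, 49 higher and 388 lower, and 43 without the 3 high WT initial samples and KO enriched sample 10, 32 higher and 11 lower. In KO mice alone, 47 OTUs were called, 34 higher and 13 lower, against 69 with library size (59 higher, 10 lower), 55 by DESeq2 (28 higher, 27 lower) and 44 with TMMwsp (27 higher, 17 lower). Between donor and initial samples, 119 of 368 OTUs were called, 68 higher and 51 lower in donors. The filter requires a count in 4 samples and there are 3 donors, so none of the 104 donor OTUs absent from all initial samples was tested, and the 68 cover only OTUs shared with initial samples. DESeq2 called 120, of which 40 were higher and 80 lower. A filter at 10% of samples tested 60 of the 104, called all 60 and gave 186 calls in all (132 higher, 54 lower), among them the same 119. Leaving out donor 2 gave 72 calls and leaving out donor 1 or 3 gave 86 each.

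The OTU with the largest change was Otu20, of the family S24-7, which also held the smallest p. It had 3 tags in 3 initial samples and 11909 tags in 18 of 20 enriched samples. The ratio was 4029 with a counting interval of 1378 to 19542, and the edgeR log2 fold change was 11.03 ± 0.85 (SE, adjusted p = 1.07e-13). Its share was 1.43 ± 0.749% (n = 10) in WT enriched, 1.36 ± 1.29% (n = 10) in KO enriched and 0.600 ± 0.302% (n = 3) in donor samples. Otu66 (Rikenellaceae) fell by 5.44 ± 0.72 on the log2 scale (adjusted p = 1.67e-07) and was below the initial median in all 20 enriched samples. Donor samples held 0.631 ± 0.412% (n = 3) of Otu66, against means of 0.573% in WT and 0.437% in KO initial samples. Its mean therefore moved away from the donor mean. Otu89 (Lachnospiraceae) rose by 5.14 ± 0.94 (adjusted p = 8.43e-05) and was detected in 7 initial and 16 enriched samples. Otu57 (Clostridiales) rose by 4.30 ± 1.38 (adjusted p = 0.0187), and 9 enriched samples held it. Otu57 had 1474 tags in 5 KO enriched samples against 2 tags in 2 KO initial samples, a ratio of 759 with a counting interval of 209.7 to 6273, while its WT log2 fold change was 0.02. WT initial sample 8 alone held 666 of its 668 tags in initial samples, and without the 3 high WT initial samples and KO enriched sample 10 the log2 fold change of both genotypes was 9.10 (adjusted p = 0.000253). DESeq2 did not call Otu57 (adjusted p = 0.0904). Otu797 and Otu8, both Allobaculum, had log2 fold changes of -3.36 and -3.26, and each lay below the initial median in all 20 enriched samples. Their donor shares, 0.0926 ± 0.158% and 1.37 ± 2.34% (n = 3), spread too widely to say whether they fell towards the donors. The remaining 4 OTUs named by the rule were Otu194 (Coprococcus, -2.86), Otu147 (Ruminococcaceae, 2.75), Otu523 (Lachnospiraceae, 2.56) and Otu408 (Clostridiales, 2.25), with 18, 17, 19 and 15 of 20 enriched samples on the stated side of the initial median. The donor share of Otu194 was 0.0525 ± 0.0434% (n = 3), below its means of 0.129% in WT and 0.117% in KO initial samples. KO initial sample 6 alone held 82 of the 136 tags of Otu147 in initial samples. For Otu408 the log2 fold change was 0.55 in WT and 3.95 in KO, so the mean of both came mostly from KO. Otu523 had no tag in the 3 donor samples.

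Taxa were compared between the 20 enriched and 20 initial samples. Over the 6 ranks, 19 of 150 taxa tested passed the threshold, 13 ranked higher and 6 ranked lower after enrichment, on 9 branches of the taxonomy, and 33 had an unadjusted p under 0.05. By mean share the split was 12 higher and 7 lower, because the order RF39, noticed only after its values were seen, ranked higher (adjusted p = 0.00441, detected in 7 initial and 17 enriched samples) with a log2 ratio of -0.47. Its mean in initial samples came mostly from WT initial samples 8 and 9, with 0.215% and 0.321%. The alternatives that moved the count most were edgeR on taxon counts, with 29, and no prevalence filter, with 10. Of the list taken from the study, all 4 taxa passed both over all taxa of their rank and adjusted over the list alone. The study had chosen the list by a Wilcoxon (rank-sum) test on these same samples, so neither pass is independent evidence.

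The phylum TM7, also called Saccharibacteria, was detected in 1 of 20 initial and 19 of 20 enriched samples. Its share was 0.00191 ± 0.00854% (n = 20) before and 0.0228 ± 0.0221% (n = 20) after enrichment, a log2 ratio of 3.58 (permutation p = 1e-05, the smallest possible, adjusted p = 9e-05, and 2e-05 adjusted over the list alone). Donor samples held 0.157 ± 0.0954% (n = 3). In WT mice it was found in 0 of 10 initial samples and in 9 of 10 enriched samples with 118 tags, at least 39.3-fold higher when 3 tags over the group are taken as the limit (adjusted p = 0.00108). In KO mice the log2 ratio was 2.25 (adjusted p = 0.00945), and all 10 enriched samples held it.

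The class Erysipelotrichi went from 2.31 ± 2.46% (n = 20) to 0.530 ± 0.397% (n = 20), a log2 ratio of -2.13 (permutation p = 0.00291, adjusted p = 0.0233, and 0.00291 adjusted over the list alone), and all 20 enriched samples lay below the initial median. Its adjusted p was 0.0535 without the 3 high WT initial samples and KO enriched sample 10. Neither genotype alone passed the threshold, with log2 ratios of -1.24 in WT (adjusted p = 0.498) and -2.61 in KO (adjusted p = 0.108). The family Dehalobacteriaceae went from 0.0580 ± 0.0486% (n = 20) to 0.117 ± 0.0570% (n = 20), a log2 ratio of 1.02 (permutation p = 0.00101, adjusted p = 0.0187, and 0.00135 adjusted over the list alone), with 18 of 20 enriched samples above the initial median. In the genotypes alone its log2 ratios were 0.98 in WT (adjusted p = 0.469) and 1.05 in KO (adjusted p = 0.263). The species Ruminococcus gnavus went from 0.262 ± 0.139% (n = 20) to 0.658 ± 0.337% (n = 20), a log2 ratio of 1.33 (permutation p = 1e-05, again the smallest possible, adjusted p = 0.00024, and 2e-05 adjusted over the list alone), with 19 of 20 enriched samples above the initial median. It was past the threshold in KO alone (1.40, adjusted p = 0.0211) but not in WT alone (1.26, adjusted p = 0.290), and edgeR on taxon counts did not call it (0.56, adjusted p = 0.102). That fit took its TMM factors from the named species, which hold 4.24% of tags. Among single OTUs of R. gnavus, the main edgeR comparison called Otu84 (1.28, adjusted p = 8.83e-05) and Otu168 (2.65, adjusted p = 0.00975) higher. It did not call Otu309 (2.25, adjusted p = 0.0545) or Otu132 (-0.58, adjusted p = 0.412). The change did not differ between genotypes beyond the spread for TM7 (permutation p = 0.232), Dehalobacteriaceae (p = 0.989) or R. gnavus (p = 0.981).

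**Figure D3:**
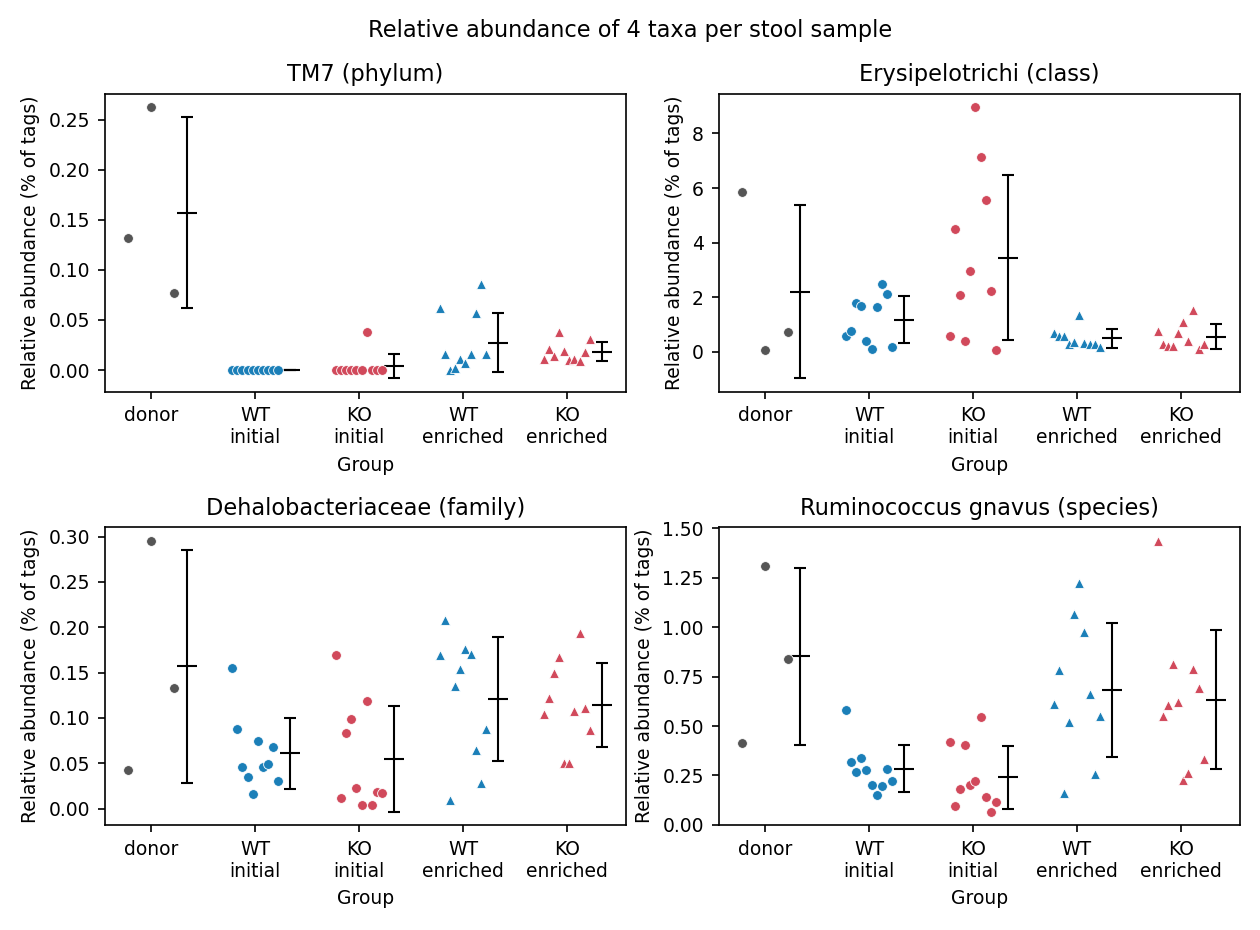
Share of tags in percent (vertical axes, 1 panel per taxon) of TM7, Erysipelotrichi, Dehalobacteriaceae and Ruminococcus gnavus for each stool sample in the 5 groups (horizontal axes), with circles for donor and initial samples, triangles for enriched samples, and the mean ± SD beside the points. TM7 is at 0 in 19 of 20 initial samples, and Erysipelotrichi reaches 8.96% in 1 KO initial sample.

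The other taxa named by the rule were mostly members or parents of those above. Within Erysipelotrichi they were the order Erysipelotrichales and family Erysipelotrichaceae, which held the same tags, and the genus Allobaculum, with a log2 ratio of -3.18 (adjusted p = 0.0287) and all 20 enriched samples below the initial median. The genus Ruminococcus rose by 1.19 (adjusted p = 0.00387), with 18 of 20 enriched samples above the median, and Dehalobacterium held the same tags as its family. Betaproteobacteria had a log2 ratio of -1.13 (adjusted p = 0.0436), with 17 of 20 enriched samples below the median, and their order Burkholderiales had the same log2 ratio. Desulfovibrionales rose by 1.03 (adjusted p = 0.0485) and the cyanobacterial class 4C0d-2 by 0.28 (adjusted p = 0.0477), each in 17 of 20 enriched samples. In KO mice alone the 4C0d-2 log2 ratio of means was -0.30, set by 1.87% in KO initial sample 5, while the median went from 0.0401% to 0.211% (permutation p = 0.0280, adjusted p = 0.149). The same sample also raised the initial mean behind the 0.28. Over both genotypes the 4C0d-2 median went from 0.0484% to 0.126%. Without KO enriched sample 10, Desulfovibrionales (adjusted p = 0.0768) and Erysipelotrichaceae (adjusted p = 0.0509) did not pass the threshold. Without the 3 high WT initial samples as well, neither Betaproteobacteria (adjusted p = 0.0579), Burkholderiales (adjusted p = 0.0633) nor Allobaculum (adjusted p = 0.1005) passed it. Neither Desulfovibrionales (adjusted p = 0.131) nor 4C0d-2 (adjusted p = 0.367) was called by edgeR.

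Between genotypes, the rank-sum permutation tests called 0 of 150 taxa in initial samples, with 4 at an unadjusted p under 0.05, and 0 in enriched samples, with 0 at an unadjusted p under 0.05. On the same taxon counts edgeR called 38 taxa in initial and 8 in enriched samples.

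The last comparison asked how many donor OTUs appeared in the recipients. The donor samples held 104 OTUs that were absent from all 20 initial samples. Of these, 61 (58.7%) were detected in at least 1 enriched sample, 32 in at least 2 and 7 in at least 10. KO enriched sample 10 alone held 19 of the 61, and without it 42 were detected. Presence in at least 2 samples was the alternative that moved the count most, and with at least 5 tags required in a sample 38 OTUs were detected. In the same way, 83 OTUs absent from donor and initial samples appeared after enrichment, 65 of them in KO enriched sample 10 only.

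Because 10 samples miss OTUs by sampling alone, the count was set against mice that had received no transfer. Of 112 donor OTUs missing from WT initial samples, 45 were found in WT enriched samples and 8 in KO initial samples, a difference of 37 (two-sided exact McNemar p = 3.02e-09). Of 135 missing from KO initial samples, 76 were found in KO enriched and 31 in WT initial samples, a difference of 45 (exact McNemar p = 2.99e-09). Without KO enriched sample 10 the second difference was 9, with 40 against 31 OTUs (exact McNemar p = 0.233). Without the 3 high WT initial samples as well it was 30, with 40 against 10 (exact McNemar p = 2.27e-07). OTUs of 1 community are not independent of each other, so these tests describe these samples. Each WT enriched sample held 12.6 ± 5.82 (n = 10) of the 104 OTUs and each KO enriched sample 14.0 ± 11.3 (n = 10). The difference of 1.4 was within the spread between samples (permutation p = 0.825), with 6 of 10 KO samples above the WT median of 11.5, and it was -2.04 without KO enriched sample 10 (exact permutation p = 0.401).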

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

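The tests below on samples with many OTUs, on counting error, on WT enriched sample 3 and on Erysipelotrichi were chosen only after the result was seen, and so was the check of Otu20 in the TM7 paragraph, while the swap and carry-over tests for TM7 were written before. In 41 sets of 1 measure in 1 recipient group, the gap of the most extreme sample to its neighbour was compared with the range of the group. In 8 of them the gap exceeded Dixon's 95% limit. Chance would give 2.05 if the values were normal and the sets independent. Shares with many zeros and measures that overlap break both conditions, so the excess over 2.05 is no test.

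KO enriched sample 10 lay apart from its group in the number of OTUs, with a gap of 0.811 of the range, and in the number of OTUs shared with donors but absent from initial samples, with a gap of 0.769 of the range. It held 472 OTUs at even depth and 45 of these donor OTUs. WT initial samples 1, 8 and 9 were similarly high but masked each other in the gap test. Library depth is not the cause, since the smallest excess of the 4 samples over their group median was still 146 OTUs at even depth. Tags from other libraries of the series could not bring OTUs that no other library holds, and these made up 9.56% of tags in WT initial 1 (Wilson 95% interval 9.29% to 9.84%), 4.60% in WT initial 8 (4.40% to 4.81%), 8.72% in WT initial 9 (8.46% to 8.996%) and at least 4.49% in each of the 4, the lowest being KO enriched 10 (4.29% to 4.69%). The highest share among the other 39 libraries was 0.104%. PCR or sequencing errors would give OTUs of 1 or 2 tags, but 88.0% of the OTUs that 1 of the 4 samples held and no other library held had more than 2 tags. Donor stool in KO enriched 10 does not account for its OTUs either, because 65 of the 84 OTUs that no other recipient held were also in no donor. Material of another origin than these mice remains a candidate explanation. WT initial 1 held 18 families, WT initial 8 held 12, WT initial 9 held 11 and KO enriched 10 held 4 that no donor and no other recipient outside the 4 had, against at most 1 in any other library. A true difference of these animals, for example in housing before sampling, stays open as well, as the labels give nothing that sets the 4 samples apart and no biological explanation was tested.

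A signal outside the comparisons of the report was the archaeal phylum Euryarchaeota, which made up 6.48% of tags in WT initial sample 1 (2886 tags, Wilson 95% interval 6.25% to 6.71%). It was 0.166% in WT initial 8 (0.131% to 0.210%) and 0.0849% in WT initial 9 (0.0614% to 0.118%). The 40 other samples, donors included, had 0 tags, which allows a share of up to 0.00726%. All 3 positive samples belong to the 4 with many OTUs, so the explanations are those of the preceding paragraph, and material of another origin (18 families in WT initial 1 that occur in no donor and no other recipient outside the 4) may be the source. No biological explanation was tested.

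WT enriched sample 3 lay farther from the donors than the other WT enriched samples, with a Jaccard distance of 0.571 and a gap of 0.513 of the range. It was also the only enriched sample without TM7. It could be an initial sample under this label. Against this, it held 901 tags of Otu20 (2.17%, Wilson 95% interval 2.03% to 2.31%), while no initial sample held more than 1. Its 7 donor OTUs that the initial samples lack do not favour it. Set against the other 19, an initial sample held at most 3 such OTUs outside the samples with many OTUs. Only WT initial 8 and 9 reached 7 and 9, while KO enriched 1 and 4 held 6. The lack of TM7 goes with an initial sample. The distance to the donors does so less clearly, because it exceeded that of most initial samples as well. The highest KO initial value was 0.566, and the highest WT initial value outside samples 1, 8 and 9 was 0.539. The Otu20 tags argue against an initial sample under this label, so the explanation is not settled. A lower uptake of donor OTUs by this animal stays possible and was not tested.

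TM7 was at 0 in all initial samples except KO initial sample 7, so the gap equalled the whole range (a ratio of 1). That sample held 17 TM7 tags (0.0382%, Wilson 95% interval 0.0238% to 0.0611%), 16 of Otu240 and 1 of Otu826. A swap with WT enriched sample 3 is argued against by the stage score, the mean log2 share of OTUs that rose minus that of OTUs that fell, with TM7 left out and the OTUs chosen on the other samples. KO initial 7 scored -2.78, inside the range of the other initial samples (-3.89 to -1.51), and WT enriched 3 scored -1.46, between that range and the range of the other enriched samples (-1.32 to 1.08). Tags carried over from an enriched or donor library are argued against by the lack of other OTUs common after enrichment. Besides TM7 the sample held 0 OTUs that the other 19 initial samples lack and at least 10 enriched samples have. It did hold 3 donor OTUs that the other 19 initial samples lack, Otu240 and Otu826 among them. Carry-over of 17 TM7 tags would have brought 1028 tags of Otu20 at the ratio of the enriched samples, or 63.3 at the donor ratio, and there were 0. KO initial 7 was also the nearest to the donors of the 20 initial samples (Jaccard distance 0.472, Bray-Curtis distance 0.678). A low distance goes with a donor-like community in this mouse and with donor material in the sample, so it does not decide between them. It stays open whether this mouse held TM7 before enrichment, and whether the genotype matters cannot be read from 1 sample.

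Among the other taxa of the study's list, 4 shares of single samples lay far from their group. WT enriched 6 had 1.36% Erysipelotrichi (Wilson 95% interval 1.25% to 1.477%) with a gap of 0.562 of the range, against 0.3997 ± 0.178% (SD, n = 9) in the rest of its group. WT initial 1 had 0.155% Dehalobacteriaceae (0.122% to 0.196%) with a gap of 0.486, against 0.0504 ± 0.0227% (n = 9), and 0.579% R. gnavus (0.513% to 0.654%) with a gap of 0.563, against 0.251 ± 0.0613% (n = 9). KO enriched 1 had 1.44% R. gnavus (1.33% to 1.55%) with a gap of 0.515, against 0.544 ± 0.2204% (n = 9). Counting error is not the cause, since in all 4 cases the interval was apart from that of the nearest other sample. Spread between animals stays open and was not tested, and WT initial 1 is also among the samples with many OTUs.

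The fall of Erysipelotrichi differed between genotypes before adjustment. The mean share changed by -0.677 percentage points in WT and by -2.89 in KO. The difference of these changes was -2.21 points (two-sided permutation p = 0.0414), and it did not pass adjustment over the 9 measures tested (adjusted p = 0.170). On log2 shares, where high values weigh less, the mean changed by -0.92 in WT and by -2.10 in KO, and the difference of -1.19 was not past the threshold (permutation p = 0.229). When each pair of KO initial samples was left out in turn, 27 of the 45 pairs kept an unadjusted p under 0.05, with differences from -3.01 to -1.06 points. The -1.06 points, with the largest p of all pairs (permutation p = 0.163), came without KO initial 6 and 7. These held the highest shares, 8.96% and 7.14%. Whether 1 or 2 KO initial samples with very high values account for the difference stays open, because a real difference of this size could also miss the threshold on the log2 scale. An effect of the genotype stays open as untested beyond this comparison.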

How the results depend on the processing

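The alternative without 4 samples (WT initial 1, 8 and 9 and KO enriched 10) and the 10% filter were chosen only after the data were seen, and the others were planned. For 52 results, 464 alternative values were computed, and 354 kept their direction and their side of the threshold, or, for counts, lay within 1.5 times the main count. Among single taxa and OTUs, 169 alternatives kept the call, 60 lost it in the same direction and 3 changed sign. For richness, composition and distances the threshold here is an unadjusted p under 0.05. The initial genotype differences in richness (adjusted p = 0.0712) and composition (adjusted p = 0.0600) passed it only before adjustment. Unless a reason is given, the cause of a change was not tested.

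The 4 samples decided most changes in richness. Without them, KO minus WT was -10.1 OTUs in initial samples, enriched minus initial in WT turned to 33.0, donor minus initial rose to 96.6, KO minus WT after enrichment turned to -9.37, and KO minus WT in donor OTUs per enriched sample turned to -3.22. Leaving out KO enriched 10 alone, the only sample outlying in OTU number by Dixon's criterion, gave -9.37 and -2.04 for the last pair of values. The initial genotype difference was not past the threshold by Chao1 (-64.5) or by the Shannon index (-0.347), and the donor difference passed it by the Shannon index (0.685). Apart from the replicate block, the other alternatives kept the direction and call of each richness comparison.

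Genotype accounted for 5.25% of the variation among initial samples by Bray-Curtis, 7.65% in a second subsample and 7.55% without the 4 samples, none past the threshold. Stage in WT lost its call by Bray-Curtis (10.7%), as did the distance to the donors (-0.0132). Bray-Curtis weighs abundant OTUs, whereas Jaccard distance gives each OTU the same weight.

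The 28 OTUs called between genotypes in initial samples became 0 by DESeq2, 0 by rank-sum permutation tests, 0 without the 4 samples, 10 with a filter at 20% of samples and 371 with no filter. After enrichment, 2 OTUs were called at an adjusted p under 0.1, against 0 at 0.05. The interaction gave 5 OTUs at an adjusted p under 0.1 and 4 with library size only. The WT stage count of 70 became 36 by DESeq2, 15 by rank-sum permutation tests, 43 with the 20% filter, 43 without the 4 samples and 437 with no filter. The KO stage count of 47 became 30 by rank-sum permutation tests and 82 at an adjusted p under 0.1. The donor count of 119 became 201 with no filter and 186 with a filter at 10% of samples, which admit donor OTUs absent from the initial samples, and leaving out 1 donor gave 72 to 86. The unfiltered fits tested 1031 OTUs in the recipients and 991 with the donors, against 421 and 368.

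The number of taxa between stages went from 19 to 10 with no prevalence filter, where more taxa are adjusted for, and to 29 by edgeR. By edgeR, 38 taxa in initial and 8 in enriched samples differed between genotypes, against 0 and 0 by rank-sum permutation tests. Among single items, 3 changed sign, namely 4C0d-2 in KO alone by the ratio of means (-0.30) but not by the median, which rose from 0.0401% to 0.211%, Otu14 without the 4 samples (1.46) and Otu61 by DESeq2 (0.74).

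The 61 donor OTUs found after enrichment became 38 with at least 5 tags and 32 when found in at least 2 enriched samples. Of donor OTUs missing from KO initial samples, the excess found in KO enriched over WT initial samples ranged from 9 to 45 when 1 enriched sample was left out. The 9, which was not past the threshold, came without KO enriched 10, and every other enriched sample left out gave at least 43. It was 30 without the 4 samples, past the threshold, since the WT initial samples then held 10 of these OTUs in place of 31.

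Samples of different groups share replicate numbers, and the labels do not say what a number marks, so whether the numbers pair samples stays open. After removing group means, 33 of 60 same-numbered pairs correlated above 0.1, with r from -0.418 to 0.529. Between KO initial and KO enriched samples all 10 correlations were above 0 (0.0222 to 0.492) and 8 were over 0.1, while between WT initial and WT enriched samples 4 of 10 were. With the replicate number as a block, the initial genotype difference was -71.4 OTUs (exact permutation p = 0.0742) and genotype took 15.7% of the variation left within numbers (exact permutation p = 0.0586), which has another denominator than the share without the block. The OTU counts under the block were 0 between genotypes in initial samples, 22 for stage in WT, 31 in KO and 68 for both. Of the 28 taxa and OTUs named, 20 kept their call under the block and 8 were not past the threshold, all in the same direction. These were 4C0d-2 (adjusted p = 0.0850), Desulfovibrionales (adjusted p = 0.0897), Otu408 (edgeR adjusted p = 0.105) and all 5 OTUs named between genotypes, Otu14, Otu52, Otu50, Otu61 and Otu385 (edgeR adjusted p from 0.475 to 0.941). The other comparisons of groups kept their call.

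Some alternatives gave no value. The interaction has no rank-sum test, TM7 in WT alone has no ratio because all WT initial samples were at 0, and for richness and composition the omission of samples outlying by Dixon's criterion changes nothing where a comparison holds no KO enriched samples. Depth limits single taxa at or below about 3 tags per library. Whether TM7 was absent from the 19 initial samples at 0 or below that limit cannot be read from these libraries.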

Other observations

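Of the tests in this part, those on replicate numbers, on incomplete sampling, on other splits for OTUs and on leaving out other samples were chosen only after the result was seen. The tests on other splits for taxa and on OTUs that rose were written before, but the comparison with OTUs that did not change, the direction tests and the stricter reading of the donor share came after.

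Other splits of the same samples show how often a count arises without the real grouping. For each count, 100 splits were counted, the real one included. For OTUs between genotypes in initial samples, 27 of the 100 splits gave at least the 28 OTUs of the real one, and the median of the others was 21. After enrichment and for the interaction the real count was 0, which every one of the 100 splits must reach, so this count decides nothing there. The other splits had a median of 6 OTUs in both cases, and 18 of them gave none after enrichment and 30 for the interaction. The stage count of 70 OTUs in WT was reached by 2 splits, the real one included, with a median of 20 and a maximum of 77 among the others. The stage counts in KO and over both genotypes and the donor count were reached by 1 split each, the real one. The 19 taxa between stages were reached by 1 split, the real one, and 92 of the other splits gave none. For the 0 taxa between genotypes the count of splits again decides nothing, and 92 of the other splits in initial and 82 in enriched samples gave none.

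The OTUs called between genotypes in initial samples may come from the 3 WT initial samples with many OTUs. Without these 3, edgeR called 0 OTUs. Without any 3 of the other 7 WT initial samples, 35 sets in all, it called 22 to 29 OTUs, with a median of 28. This test could have shown that losing any 3 samples removes the calls, and it did not. Random splits of the 20 samples also gave a median of 21 calls.

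Donor OTUs that first appear after enrichment could also be OTUs missed in the initial samples. Incomplete sampling as the whole cause is argued against by mice without transfer, because of the donor OTUs missing from WT initial samples 45 were found in WT enriched samples and 8 in KO initial samples, a difference of 37 OTUs. The same difference for KO was 45 OTUs. It was 9 without KO enriched sample 10 (exact McNemar p = 0.233), with the 3 high WT initial samples still in the background, and 30 without all 4 samples (exact McNemar p = 2.27e-07).

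A transfer from the donors was set against a shift with time or housing for the 65 OTUs that rose in the mean of both genotypes. A donor held 89.2% of the risen OTUs, against 78.9% of the 38 OTUs that fell (Fisher's exact p = 0.246) and 74.8% of the 318 not called (Fisher's exact p = 0.0140). Risen OTUs must be detected to be called, and among OTUs found in at least 10 recipient samples the shares were 93.0% of the risen, 90.9% of the fallen and 82.2% of those not called (Fisher's exact p = 0.0781 for risen against not called). No donor held 7 of the risen OTUs, among them Otu523. The direction of each OTU's change was set against donors minus the initial samples of the other genotype, so that both differences share no sample. In WT, 44 of 60 called OTUs (73.3%) moved in the direction of the donor difference, against 57.8% of those not called (Fisher's exact p = 0.0312). The other 10 of the 70 called OTUs had no donor difference. In KO the shares were 68.1% of 47 called OTUs and 55.3% of those not called (Fisher's exact p = 0.118). OTUs are not independent of each other, and the direction expected without transfer was not measured in mice kept without donors. The explanations cannot be told apart for most risen OTUs, because no recipient group was followed for the same period without donors. Both may have contributed.

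Samples with neighbouring replicate numbers resembled each other. Within groups, consecutive numbers had a mean Bray-Curtis distance of 0.365, against 0.405 over random orders (one-sided permutation p = 0.00810). The Jaccard distances were 0.287 and 0.322 (one-sided permutation p = 1e-04, the smallest that 10000 orders can give). The study describes the WT and KO mice as littermates that were cohoused with donors, but the labels give no litter or cage. Shared housing or litter is therefore a candidate explanation, and the order of handling was not tested. Apart from the replicate block, the tests of groups treated the samples of a group as independent. If litter or housing caused this likeness, their p-values may be too small. Samples of the same number before and after enrichment could come from the same animal. Their Bray-Curtis distance was 0.413, against 0.442 at random (one-sided permutation p = 0.0804), and their Jaccard distance 0.3403 against 0.359 (one-sided permutation p = 1e-04, the smallest possible). Samples of the same number in different genotypes, which cannot be the same animal, also lay closer by Jaccard distance (one-sided permutation p = 0.0183) but not beyond chance by Bray-Curtis (p = 0.125). The same animal and a shared order therefore cannot be told apart here.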
